A study of Mus musculus with 5 samples. Its data were reported in "Premature Activation of Immune Transcription Programs in Autoimmune-Predisposed Mouse Embryonic Stem Cells and Blastocysts" (2020).

How the data were processed

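RNA was measured in 5 libraries of mouse embryonic stem (ES) cells, 1 library per labelled line, by single-end 50-bp sequencing of poly-dT selected, strand-kept RNA. The lines were grown with inhibitors of MEK and GSK3 (2i medium) and came from 4 strains: 2 NOD lines (replicates 1 and 5), and 1 line each of B6 (C57BL/6), NZB and v6.5, a cross of C57BL/6 and 129S4/SvJae. Nothing in the labels says whether the lines were cultured and sequenced together, so the p-values measure the spread between these libraries.

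The authors aligned the reads to the mm9 mouse genome with STAR, counted them over RefSeq gene exons with HOMER and called differences with edgeR through HOMER. The deposited signal values are read counts per gene rescaled so that every library sums to the same total, and they are neither divided by gene length nor logged. Each column moves in equal steps, and 100% of its values below 3000 lay within 0.05 of a whole number of reads. Whole reads were therefore recovered by dividing by that step. The authors' deposited log2 fold changes are positive where the second named group is higher, and beside them stand deposited p-values and FDR values from the authors' test. Which edgeR test and which normalization gave them is not stated. The authors' command, kept in the table's header, lists 2 directories named for B6 and none for v6.5, so the library is called here the library labelled v6.5. The same command groups the 5 libraries as 2 of B6, 2 of NOD and 1 of NZB, so the authors' B6 group is unlike the single B6 library used here. The command also gives the library called NOD replicate 5 here a name that joins 5 and 6, the numbers of the NOD lines the study describes, so whether it holds 1 line is not known. The table holds 24016 genes, and 27 symbols that had been turned into dates are not named here.

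For read counts the plan fixed edgeR's quasi-likelihood test, and for normalized values limma-trend on log2(value + 1). Because the deposited values are rescaled, limma-trend was used as the main test, after division by TMM factors from edgeR. The test planned for counts was run beside it on the recovered reads. Genes were kept by filterByExpr on the recovered reads. Adjusted p is the Benjamini-Hochberg value over all genes tested, with a threshold of 0.05. R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 were used. Normalised read counts given per library are deposited values divided by TMM factors over the 5 libraries. Log2 fold changes of NOD against B6 come from a fit of those 3 libraries alone, so their scale differs slightly. Dividing by equal totals alone, without TMM, shifts the median of all genes by 0.78 (log2) in NOD against B6. A single ribosomal precursor took a large share of the B6 library, but how much of the shift it makes was not measured. Fold changes are therefore given relative to the TMM scale.

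The comparison of NOD with B6 has 1 residual degree of freedom, moderated across genes, and the B6 library is assumed to vary like the NOD lines. NOD against NZB, NOD against v6.5, NZB against B6 and v6.5 against B6 were fitted on all 5 libraries with 1 mean per strain, with the same assumption for each lone library. NOD against the 3 other lines, and NOD with NZB against B6 with v6.5, have the spread between strains in their error. The comparisons share libraries and are not independent. No paired analysis was possible because the libraries do not come in pairs. Simulated data were drawn with 1 common spread for all genes, estimated from the NOD and B6 libraries. On them the NOD against B6 test found 0% of 2-fold, 26.9% of 4-fold and 80.3% of 8-fold changes in genes averaging at least 50 reads. Of its calls, 11.3% were false. Spread that differs between genes or is larger in B6 was not simulated, so these rates may be too favourable.

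Gene lists were written before the data were examined, as were the tests, the rule for named genes and most alternatives. The lists were a list of genes named in the study's text, which leaves out some that it names, naive pluripotency, formative and primed pluripotency, the study's differentiation markers, mesendoderm, neuroectoderm, primitive endoderm, trophoblast, 2-cell-like state, fibroblast, leukocyte, MHC class I, MHC class II, antigen processing, interferon-stimulated genes, interferon receptors and signalling, innate sensing, cytokines and chemokines, complement and Fc receptors, type 1 diabetes candidate genes, crystallins, heat shock, immediate-early and stress genes, ERK targets, Wnt targets, imprinted genes, methylation-sensitive germline genes, Y-linked genes, X inactivation, ribosomal proteins, glutathione and detoxification, and KRAB zinc finger repressors. With the MHC region from H2-K1 to H2-D1 on chromosome 17 they make 33 lists. Lists were tested with camera at a preset inter-gene correlation of 0.01, and again with camera at an estimated correlation and with fry, which asks whether the members of a list move 1 way on balance. With an estimated correlation, camera uses only the residual degrees of freedom of the fit. These were 1 in the comparisons between strains and 3 in those of grouped lines. It could therefore hardly pass any list, and a miss in it decides little.

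The named genes of NOD against B6 were the 10 largest increases and 10 largest decreases among genes past the threshold with a mean log2 CPM of at least 1 and the same direction in both NOD lines, the genes of the list from the study's text, and up to 4 called members of each list with the largest change. In the other comparisons they were the 5 largest increases and 5 largest decreases by the same rule. Library similarity is the Pearson correlation across genes of log2 CPM with a prior count of 2. For each gene, the share of its 50-base stretches also found in another gene was taken from GENCODE M21 transcripts, for this purpose only, and was available for 98.2% of the genes. Alternatives covered the scaling, filters, pseudocounts, tools, reference line and left-out libraries. Those chosen after the data were seen were the deposited scaling without TMM, the library labelled v6.5 joined to B6, chromosome medians without 1 NOD line, and the removal of genes with shared sequence, of chromosomes 6 and 8, and of the fibroblast list. Running edgeR's quasi-likelihood test, planned for read counts, beside limma was also decided after the data were seen.

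Recovered reads per library ran from 7713133 to 21387796. Shares of reads have 95% Wilson intervals, and a gene without reads in a library is bounded by a floor of 3 reads. Intervals and floors cover counting error only. Where a gene has 1 to 3 reads in B6, its ratio is given with a 95% counting interval.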

Results

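Gene expression was compared between ES cells of autoimmune-prone and other mouse strains. NOD mice develop autoimmune diabetes spontaneously, and 2 NOD lines were measured (replicates 1 and 5). NZB mice, the other autoimmune-prone strain of the design, B6, and v6.5, a widely used ES line from a cross of C57BL/6 and 129S4/SvJae, gave 1 line each. Recovered reads came to 7713133 in NOD replicate 1, 21387796 in NOD replicate 5, 9582669 in NZB, 13431741 in B6 and 8594283 in v6.5. Rn45s, the precursor of ribosomal RNA, took 41.4% of the B6 reads (95% Wilson interval 41.3% to 41.4%). Its share was 14.3% in NOD replicate 1 (14.3% to 14.3%), 9.75% in v6.5 (9.73% to 9.77%), 1.95% in NOD replicate 5 (1.94% to 1.96%) and 1.98% in NZB (1.97% to 1.99%). Rmrp, the RNA of the MRP ribonuclease, took 3.08% of the reads of NOD replicate 1 (3.07% to 3.10%) and 1.91% of those of NOD replicate 5 (1.91% to 1.92%), against 0.302% in B6 (0.299% to 0.305%). The other libraries held 0.545% Rmrp in v6.5 (0.540% to 0.550%) and 0.502% in NZB (0.497% to 0.506%).

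The B6 and v6.5 libraries were the most alike, with a Pearson correlation of 0.964 across 14280 genes, which are not independent replicates. The NOD lines followed at 0.943, and NOD replicate 5 and NZB at 0.929. The lowest correlation, 0.857, was between B6 and NOD replicate 1. In average-linkage clustering B6 joined v6.5, the NOD lines joined each other, and NZB then joined the B6 and v6.5 pair.

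The comparison of NOD with B6 asks which genes differ in ES cells of the diabetes-prone strain. Crygd, which encodes the lens protein gamma-D crystallin, rose from 2 reads in B6 to 416 ± 229 normalised reads in NOD (SD, n = 2), a ratio of 148 (counting interval 41.0 to 1222). H2-Eb1, a chain of the MHC class II molecule, was 23.8-fold higher in NOD, and Dppa3, a gene of naive pluripotent and germ cells, 34.0-fold higher. Col1a1, the main collagen of connective tissue, fell from 1868 normalised reads in B6 to 41.3 ± 8.78 in NOD. Aim2, a sensor of cytosolic DNA, fell from 1961 normalised reads in B6 to 151 ± 49.2 in NOD.

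Of 14325 genes tested with limma, 450 were higher and 437 lower in NOD than in B6. All 887 had the same direction in each NOD line, and 885 in replicate 1 and 883 in replicate 5 were beyond 2-fold. The genes were called on these same NOD lines, so this agreement follows largely from the selection and is no independent evidence. The smallest absolute log2 fold change among them was 1.41, so smaller differences were not called in this fit. Of the 81 named genes past the threshold, 27 had a fold that moves by over 1.5 times when 1 NOD line is left out. The count depends on the filter and the tool: edgeR's quasi-likelihood test called 517 higher and 670 lower. When genes with a value of at least 1 unit in any library were all tested, limma called 0 genes, with 3034 at an unadjusted p under 0.05, and edgeR called 570, and without any filter Crygd, Aim2 and Col1a1 missed the threshold.

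The largest increase was that of 1700013H16Rik (Entrez Gene 75514, minus strand of chromosome X, 51046078 to 51061008, mm9). It had 1426 ± 56.6 normalised reads in NOD (SD, n = 2) and 1 read in B6, a ratio of 1018 with a counting interval of 182 to 40017 (limma, log2 fold change 9.16, SE 0.60, adjusted p = 9.49e-11). Rprl3, an RNA gene related to the RNA of ribonuclease P (chromosome 8, 3803125 to 3803361), was 558-fold higher in NOD than in B6 at 10995 ± 6367 normalised reads, and stood at 15497 normalised reads in NOD replicate 1, 6493 in replicate 5, 1228 in v6.5 and 92.7 in NZB. Gm9376, with no read in B6, was at least 66.1-fold higher in NOD, Gm1821 at least 49.5-fold, Xlr3a at least 50.4-fold and AI506816 at least 53.7-fold, each against a floor of 3 B6 reads. Taken singly, NOD replicates 1 and 5 gave 786- and 329-fold for Rprl3 and at least 72.5- and 28.2-fold for Xlr3a, and AI506816 stood at 227 ± 206 normalised reads (SD, n = 2). Crygd lies on chromosome 1 (Entrez Gene 12967, 65108412 to 65110014, minus strand, limma, log2 fold change 6.62, SE 0.77, adjusted p = 4.66e-06) and was 90.3-fold higher in NOD replicate 1 and 205-fold in replicate 5. Gm2022 had a ratio of 126 (34.9 to 1041), Xlr3c, an X-linked gene of the Xlr family, a ratio of 125 (22.4 to 4933), and Crxos was 71.2-fold higher. In Gm2022, Gm1821 and Xlr3c, 97.2%, 84.9% and 72.1% of the 50-base stretches occur in another gene. Crxos missed the threshold when the library labelled v6.5 was joined to B6.

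Among the 10 largest decreases, Hist1h3f, a histone H3 gene, was 192-fold lower in NOD than in B6 (limma, log2 fold change -7.25, SE 1.01, adjusted p = 4.51e-05), and 49.3% of its 50-base stretches occur in another gene. It had 511 reads in B6 and 3 and 6 in NOD replicates 1 and 5, so this fold is imprecise. Lox, which cross-links collagen, was 88.3-fold lower (chromosome 18, 52675714 to 52689477, limma, log2 fold change -6.70, SE 0.79, adjusted p = 4.76e-06). Acta2, the smooth muscle actin, was 72.8-fold lower and the protease inhibitor gene A2m 55.5-fold, and the folds of the pancreatic phospholipase gene Pla2g1b, Ccdc80 and the matrix gene Tnc lay between these. Col1a1 was 45.3-fold lower (chromosome 11, 94797584 to 94813170, limma, log2 fold change -5.49, SE 0.63, adjusted p = 4.66e-06), Thbs1 (thrombospondin 1) 44.8-fold and Col12a1 42.5-fold. In NOD replicates 1 and 5 taken singly the folds were 224 and 55.0 for Lox, 181 and 45.0 for Pla2g1b, 115 and 48.3 for Ccdc80, and 138 and 34.8 for A2m. The folds of replicate 1 rest on few reads, with 6 for Lox, 3 for Pla2g1b, 6 for Ccdc80 and 11 for A2m. Against the NZB library Lox, Ccdc80, A2m, Acta2, Tnc, Col1a1, Thbs1 and Col12a1 were lower in NOD as well. With the library labelled v6.5 joined to B6, Ccdc80, Acta2, Col1a1, Thbs1 and Col12a1 missed the threshold. The v6.5 library held 161 normalised reads of Col1a1 against 1868 in B6.

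**Figure D1:**
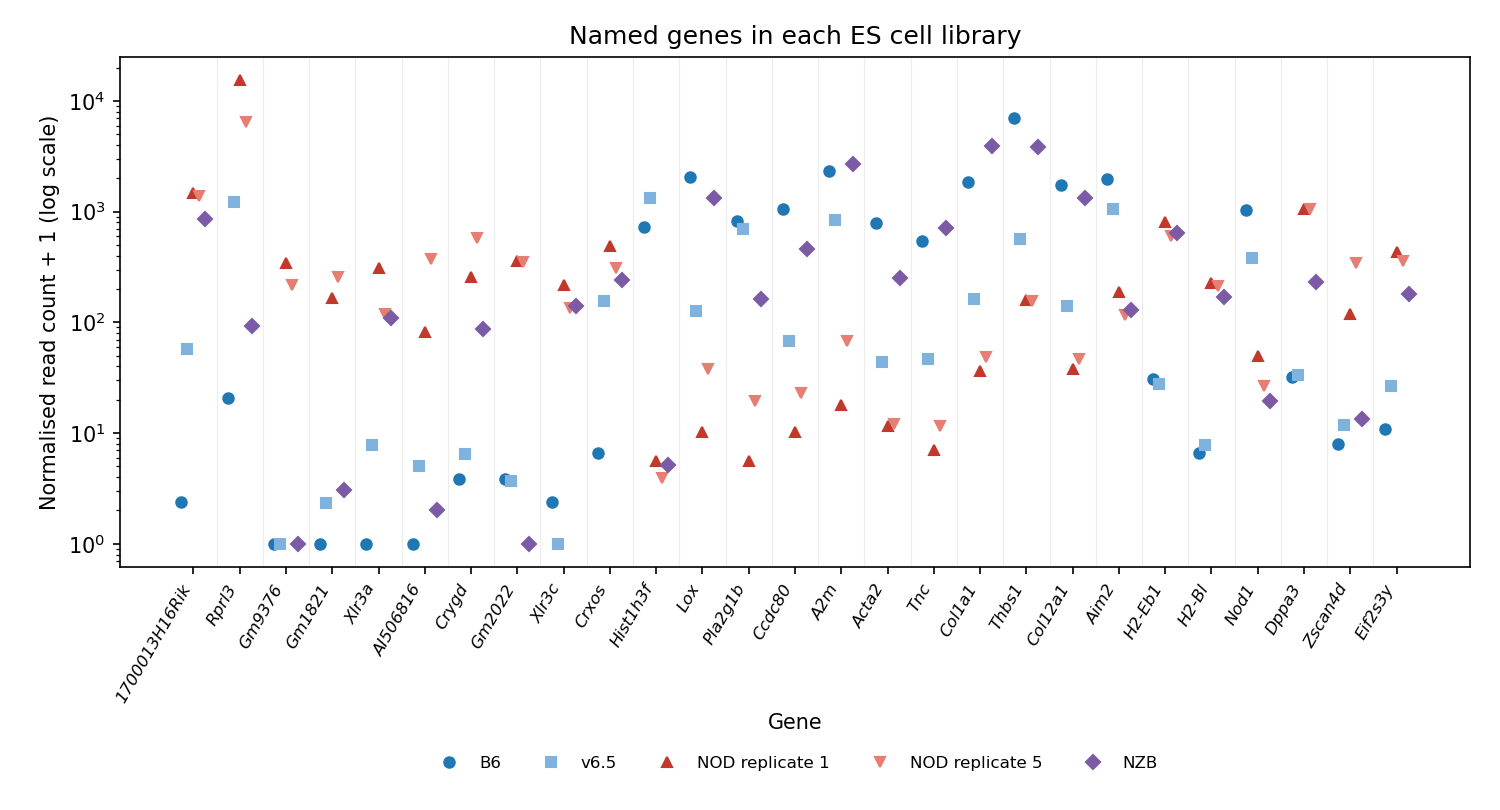
Normalised read counts plus 1 (log scale) of named genes in each of the 5 ES cell libraries, 1 point per library. Col1a1 is at 1868 normalised reads in B6 and 3931 in NZB but at 35.1 and 47.5 in the NOD lines, while H2-Eb1 is at 635 in NZB and 704 ± 148 in NOD (SD, n = 2) and at 29.6 or lower in B6 and v6.5.

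Of the 13 tested genes of the list taken from the study's text, Crygd rose and Aim2 fell over all genes tested, and 5 rose and 1 fell adjusted over the list alone. The study chose many of these genes on these libraries, so neither count is independent evidence, and it named Pcmtd1, Fcgr3 and Igfbp2 for chromatin marks and Ifngr1 and Il22ra2 for blastocysts. Other genes that the study names, such as H2-Eb1, Nod1, Pou5f1, Sox2 and Nanog, are not on this list and are given below. Aim2 lies on chromosome 1 (175350735 to 175396167, plus strand) and had a log2 fold change of -3.73 (limma, SE 0.51, adjusted p = 3.88e-05). Its normalised reads were 1961 in B6, 1057 in v6.5, 186 and 116 in the NOD lines and 129 in NZB. The innate receptor gene Tlr2 had a log2 fold change of 2.08 (limma, adjusted p = 0.075), the inflammasome adaptor gene Pycard 1.42 (adjusted p = 0.0808) and the peptide transporter genes Tap2 2.58 (adjusted p = 0.0733) and Tap1 1.60 (adjusted p = 0.256). In NOD replicates 1 and 5 taken singly the folds over B6 were 10.1 and 3.98 for Tap2, 7.21 and 1.32 for Tap1, and 9.03 and 3.85 for Fcgr3. With the library labelled v6.5 joined to B6, Tlr2 (adjusted p = 0.0285), Pycard (adjusted p = 0.0286) and Tap2 (adjusted p = 0.0383) passed in limma. With the B6 library alone, Tap1 passed in edgeR's quasi-likelihood test. With the deposited scaling and no TMM, Tlr2, Pycard, Tap1, Tap2, H2-D1, H2-L, Fcgr3 and Pcmtd1 passed in limma. The MHC class I genes H2-D1 (log2 fold change 1.18), H2-L (1.45) and H2-K1 (-0.25), with Fcgr3 (2.41), Igfbp2 (0.71), Pcmtd1 (0.75) and Ifngr1 (0.29), missed the threshold, and H2-K1 changes sign with the deposited scaling (0.53). The H2-L entry (chromosome 17, 35400068 to 35403675) lies within that of H2-D1 (35400039 to 35404442) on the same strand. These entries may therefore count some of the same reads. Il22ra2, with 1 read in B6 and none in NOD, was not tested. The list had a median of 1.42 (camera adjusted p = 0.00378, adjusted p = 0.751 with an estimated correlation).

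Among immune gene lists, MHC class II rose as a list, with 2 of 8 members called (median 2.09, camera adjusted p = 0.00187, adjusted p = 0.751 with an estimated correlation). H2-Eb1 (chromosome 17, 34442812 to 34453619) went from 29.6 normalised reads in B6 to 704 ± 148 in NOD (limma, log2 fold change 4.50, SE 0.55, adjusted p = 7.41e-06), and H2-Aa, a chain of another class II molecule, was at least 6.61-fold higher. Adjusted over the list alone, 2 rose as well. Of 19 MHC class I genes H2-Bl rose, 38.8-fold, and the list did not pass (median 1.06, camera adjusted p = 0.214, with medians of 1.20 and 0.38 in NOD replicates 1 and 5). Across the MHC region from H2-K1 to H2-D1 (chromosome 17, 34132957 to 35404442), 2 of 62 genes rose, which were H2-Eb1 and H2-Aa, with a median of 0.39 (camera adjusted p = 0.0365, adjusted p = 0.751 with an estimated correlation). Complement and Fc receptor genes had a median of 1.32, which was 2.25 in NOD replicate 1 and 0.44 in replicate 5 (camera adjusted p = 0.0365, adjusted p = 0.751 with an estimated correlation), with 1 of 10 called, Cd59a, which protects cells from complement, 7.06-fold higher.

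Other immune lists did not pass. Of 32 interferon-stimulated genes, Ly6e (9.06-fold) and Bst2 (7.53-fold, or 10.9- and 4.14-fold in NOD replicates 1 and 5), which tethers virus particles, rose and Ifitm2 fell 2.71-fold, while adjusted over the list alone 3 rose and 5 fell (median -0.22, camera adjusted p = 0.595). Of 24 innate sensing genes, Aim2 and Nod1, the sensor of bacterial peptidoglycan, fell, Nod1 from 1025 normalised reads in B6 to 37.2 ± 16.3 in NOD (27.5-fold, limma, adjusted p = 7.58e-05). Adjusted over the list alone, 2 innate sensing genes rose and 3 fell (median -0.21, camera adjusted p = 0.306). Of 15 antigen processing genes Pdia3 fell, 3.12-fold (median -0.16, camera adjusted p = 0.727). Of 14 cytokine and chemokine genes Kitl rose, 7.14-fold (3.66- and 10.6-fold in NOD replicates 1 and 5), and Tgfb2 fell, 34.9-fold. Their median was 0.29, but the mean (-0.40), camera and fry pointed down (camera adjusted p = 0.76). Limma called 0 of 14 genes of interferon receptors and signalling, with 0 at an unadjusted p under 0.05 and 0 in edgeR (median 0.32, camera adjusted p = 0.774). It called 0 of 17 type 1 diabetes candidate genes, with 3 at an unadjusted p under 0.05 and 1 in edgeR (median -0.62, camera adjusted p = 0.298). Among 11 leukocyte genes Laptm5 fell 2.99-fold (median -0.04, camera adjusted p = 0.774, with the mean, 0.10, and fry of the other sign). With the deposited scaling the medians of the interferon-stimulated, innate sensing, antigen processing, type 1 diabetes and leukocyte lists change sign. The medians in NOD replicates 1 and 5 had opposite signs for antigen processing (0.05 and -0.41), cytokines and chemokines (0.32 and -0.09) and interferon receptors and signalling (0.38 and -0.11).

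Genes of the 2-cell-like state, in which a few ES cells express transcripts of the early embryo, rose as a list. Of 12 tested, 8 rose (11 adjusted over the list alone), with a median of 3.76, or 3.67 with genes absent from B6 at their bound (camera adjusted p = 4.22e-10, adjusted p = 0.751 with an estimated correlation). Zscan4d was 32.9-fold higher in NOD (16.9-fold in replicate 1 and 49.0-fold in replicate 5), Gm5662 17.2-fold and Tdpoz3 at least 11.4-fold, and Dux, the transcription factor that drives the state, went from 1 read in B6 to 49.9 ± 17.8 normalised reads in NOD. Zscan4b, Tdpoz4 and Gm428 had log2 fold changes of 2.70, 3.44 and 3.89 without being called, and Usp17lc one of -0.11. Another 6 of the 18 members in the file had too few reads to be tested. Of these, Zscan4c had 9 reads in B6 and 0 and 4 in NOD replicates 1 and 5, and it is lower in NOD in the authors' deposited table (log2 fold change -3.40, FDR = 0.0254). Tdpoz3 and Gm5662 share 66.2% and 77.9% of their 50-base stretches with another gene. The list medians against B6 were 3.86 in NOD replicate 1, 3.79 in replicate 5, 0.34 in NZB and 0.00 in v6.5.

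Crystallin genes rose as a list (camera adjusted p = 4.32e-06, adjusted p = 0.751 with an estimated correlation, fry adjusted p = 0.00432). Crygd, Crygc (at least 20.2-fold), Cryga (at least 16.5-fold) and Cryge (at least 9.85-fold), neighbours on chromosome 1 that encode proteins of the eye lens, were 4 of 7 tested, and 5 rose adjusted over the list alone. The study singled out Crygd on these libraries, so the list result is not independent of that choice. Of their 50-base stretches, 19.7% in Crygd, 22.4% in Crygc, 42.3% in Cryga and 48.3% in Cryge occur in another gene. The list median was 5.29, or 3.30 with genes absent from B6 at their bound. The medians against B6 were 5.29 and 5.53 in the NOD lines, 2.68 in NZB and 1.23 in v6.5. Methylation-sensitive germline genes, which are normally silenced by DNA methylation outside germ cells, had a median of 1.71, with 6 of 27 higher and 10 adjusted over the list alone (camera adjusted p = 5.94e-07, adjusted p = 0.751 with an estimated correlation). Fkbp6, a gene of meiosis, was 21.2-fold higher in NOD, Tuba3a 6.39-fold, and Dazl, an RNA-binding gene of germ cells, 6.47-fold. Dpep3 was 36.1-fold higher, but the NOD lines differed, at 65.4-fold in replicate 1 and 6.78-fold in replicate 5. Unlike the crystallin medians, the germline median was -0.34 in NZB against B6.

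Pluripotency genes went both ways. Of 24 naive pluripotency genes, Dppa3 (34.0-fold, from 31.0 normalised reads in B6 to 1053 ± 2.56 in NOD) and Zfp42 (12.5-fold) rose, and 4 fell, among them Tdgf1 (8.91-fold) and Klf5 (5.02-fold). Adjusted over the list alone, 2 rose and 6 fell (median -0.29, camera adjusted p = 0.306). The median was -1.05 in NOD replicate 1 and 0.18 in replicate 5, and it changes sign with the deposited scaling. Tdgf1 differed between the NOD lines, at 154 normalised reads in replicate 1 and 1977 in replicate 5. In the same order Zfp42 was 4.78- and 20.2-fold higher than in B6, and Klf5 11.1- and 3.24-fold lower. The core pluripotency factors, named here after their values were seen, did not pass: Pou5f1 had a log2 fold change of 1.23 (limma, adjusted p = 0.169), Sox2 -0.91 (adjusted p = 0.364) and Nanog -1.18 (adjusted p = 0.25). Pou5f1 passes in the authors' deposited table (1.19, FDR = 0.0288). Of 10 formative and primed genes Lef1 fell, 12.4-fold (median -0.81, camera adjusted p = 0.32, with medians of -1.25 and -0.04 in NOD replicates 1 and 5).

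Lineage lists other than fibroblast did not pass. Of 8 trophoblast genes the keratins of simple epithelia Krt18 (13.1-fold, or 19.6- and 6.53-fold in NOD replicates 1 and 5) and Krt8 (8.66-fold) rose. The list median was 0.55 (camera adjusted p = 0.0611), from 1.13 in NOD replicate 1 and -0.00 in replicate 5. Of 4 mesendoderm genes Eomes fell 10.2-fold (median -1.33, camera adjusted p = 0.184). Of 12 primitive endoderm genes, Lamb1 (4.08-fold, or 2.61- and 9.33-fold in NOD replicates 1 and 5), Sparc (3.95-fold) and Lama1 (2.85-fold), which encode basement membrane proteins, fell. The NOD lines went opposite ways in this list, with medians of 1.02 in replicate 1 and -1.14 in replicate 5. The joint median of -0.02 (camera adjusted p = 0.233) changes sign with upper-quartile factors, with the deposited scaling and with v6.5 or NZB as the reference. Limma called 0 of 7 neuroectoderm genes, with 2 at an unadjusted p under 0.05 and 1 in edgeR (median 0.32, camera adjusted p = 0.595, with medians of -0.37 and 1.15 in NOD replicates 1 and 5). It called 0 of the 6 tested differentiation markers of the study, with 2 at an unadjusted p under 0.05 and 1 in edgeR, and 1 rose adjusted over the list alone. Their median was 0.78 (0.92 and 0.24 in NOD replicates 1 and 5), their mean 0.02 and the direction of fry down (camera adjusted p = 0.595).

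Fibroblast genes fell. Of 16 tested, 7 fell (11 adjusted over the list alone), with a median of -3.94 (camera adjusted p = 6.35e-12, adjusted p = 0.751 with an estimated correlation). Acta2, Col1a1, Col1a2 (37.3-fold lower in NOD) and Prrx1, a mesenchymal transcription factor (fitted log2 fold change -5.52), had the largest changes. Col1a2 was 57.0-fold lower in NOD replicate 1 and 27.7-fold in replicate 5. Prrx1 had 48 reads in B6 and 0 and 2 in NOD replicates 1 and 5, too few for an exact fold. The list medians against B6 were -4.03 and -3.42 in the NOD lines, -2.26 in v6.5 and -0.09 in NZB, so the NZB and B6 libraries stood apart from the others in these genes.

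The lists of targets of the pathways that the 2i inhibitors act on had lower medians in NOD than in B6, with members going both ways. Of 12 ERK targets Myc (29.1-fold) and Spry2 (3.45-fold) fell and Dusp4, a phosphatase of ERK, rose 13.9-fold, and adjusted over the list alone 1 rose and 7 fell (median -1.68, camera adjusted p = 0.0159, adjusted p = 0.751 with an estimated correlation). Of 13 Wnt targets Lef1 fell, with 2 higher and 3 lower adjusted over the list alone (median -1.05, camera adjusted p = 0.0336, adjusted p = 0.751 with an estimated correlation). Myc had 101 reads in B6 and 1 and 17 in NOD replicates 1 and 5, too few in replicate 1 for an exact fold. In replicate 5 it was 17.3-fold lower. Spry2 was 6.34- and 2.37-fold lower in NOD replicates 1 and 5 taken singly. The Wnt target median was 0.14 against v6.5. Immediate-early and stress genes had a median of 0.54, with 4 of 13 higher and, adjusted over the list alone, 5 higher and 2 lower (camera adjusted p = 0.0365, adjusted p = 0.751 with an estimated correlation). The called members were Trib3 (18.9-fold), Chac1 (16.4-fold), Ddit3 (7.13-fold) and Gadd45b (5.56-fold), of which Trib3, Chac1 and Ddit3 are induced by the integrated stress response. The NOD lines differed in these folds, which in replicates 1 and 5 were 8.53 and 29.3 for Trib3, 4.66 and 28.0 for Chac1, and 9.09 and 2.02 for Gadd45b. Against NZB the median of this list was -1.09. Of 15 heat shock genes Hspa8, the constitutive HSP70 chaperone, fell 13.7-fold (20.8- and 10.2-fold in NOD replicates 1 and 5). In Hspa8, 38.6% of the 50-base stretches occur in another gene. It stood at 10623 normalised reads in B6, 8749 in v6.5 and 660 in NZB, so the decrease was not particular to NOD. The heat shock median was 0.13, with the mean (-0.10) and the tests pointing down (camera adjusted p = 0.76).

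Ribosomal protein genes rose, with 17 of 76 called (21 higher and 1 lower adjusted over the list alone) and a median of 0.93 (camera adjusted p = 8.18e-08, adjusted p = 0.751 with an estimated correlation). Rpl37 was 17.3-fold higher in NOD, Rps10 16.2-fold, Rpl13 11.8-fold and Rps14 8.35-fold. The list medians against B6 were 1.11 and 0.75 in the NOD lines, 0.82 in NZB and 0.08 in v6.5. Many of these genes have near-identical processed copies. The 35 members with under 20% of their 50-base stretches in another gene had a median of 1.16, and the 41 others 0.71. Y-linked genes rose, with 3 of 7 called and 5 adjusted over the list alone (camera adjusted p = 2.16e-05, adjusted p = 0.751 with an estimated correlation). Eif2s3y was 40.2-fold higher in NOD and Ddx3y 5.34-fold, and Uba1y had 1 read in B6 and a ratio of 47.9 (8.57 to 1885). Their median was 3.56, or 2.38 with genes absent from B6 at their bound. Of 4 X inactivation genes Xist fell, from 76.0 normalised reads in B6 to 1.97 ± 0.639 in NOD (median -0.18, or -0.46 and 0.12 in NOD replicates 1 and 5, camera adjusted p = 0.41, of the other sign with the deposited scaling).

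The remaining lists went both ways. Of 36 imprinted genes 3 rose and 4 fell, with 7 and 6 adjusted over the list alone (median 0.37, or 0.54 and 0.05 in NOD replicates 1 and 5, camera adjusted p = 0.76). Nnat was lower in NOD (fitted log2 fold change -5.02), with 48 reads in B6 and 2 and 0 in NOD replicates 1 and 5, too few for an exact fold. Peg3 was 5.71-fold lower and Peg10 4.39-fold, and Inpp5f was 7.84-fold higher. Of 26 glutathione and detoxification genes Gstm5 rose 5.75-fold and Gstp2 fell 5.70-fold, and 3 rose and 3 fell adjusted over the list alone (median 0.29, camera adjusted p = 0.512). Of 22 KRAB zinc finger repressors Zfp459 fell 6.51-fold (25.2- and 3.74-fold in NOD replicates 1 and 5) and Gm13152 rose 3.52-fold (median -0.90, or -1.28 and -0.46 in NOD replicates 1 and 5, camera adjusted p = 0.0611). Among the 33 lists 13 passed in camera, 10 upward and 3 downward. With an estimated correlation 0 passed (smallest adjusted p = 0.751 with an estimated correlation), and fry called 1, the crystallins. Camera with an estimated correlation had 1 residual degree of freedom here, so it could hardly pass any list and decides little.

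**Figure D2:**
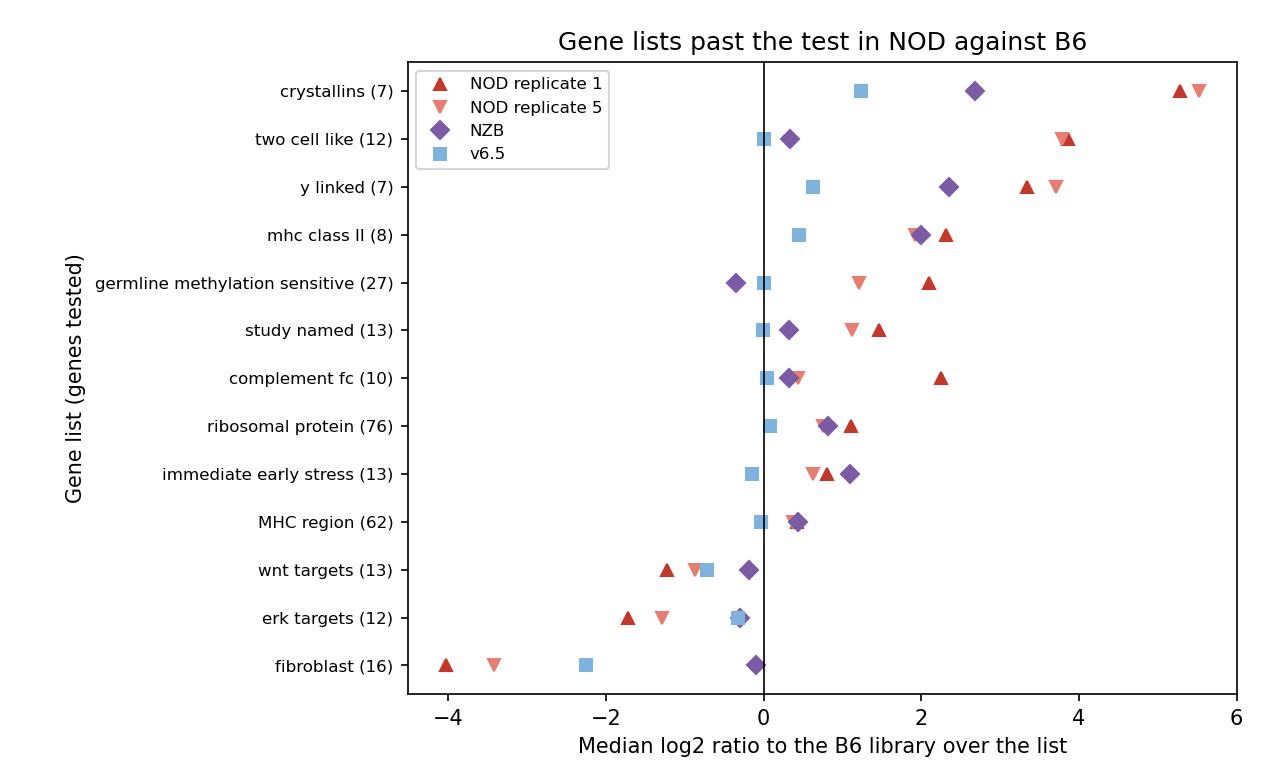
Median log2 ratio to B6 of the 13 gene lists past camera in NOD against B6, of 33 tested, in each of the other 4 libraries, 1 point per library. The 2-cell-like median is 3.86 and 3.79 in the NOD lines against 0.34 in NZB, and the fibroblast median is -4.03 and -3.42 in the NOD lines against -0.09 in NZB.

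Whole chromosomes were compared because ES lines can differ in sex and can gain or lose chromosomes in culture. Genes of chromosome 8 were higher than in B6 in every other library, with a median log2 ratio over 763 genes of 0.62 and 0.58 in the NOD lines, 0.51 in v6.5 and 0.28 in NZB. Genes of chromosome 6 (676 genes) had medians of -0.35 and -0.41 in the NOD lines, -0.28 in NZB and 0.07 in v6.5. The NOD lines differed from each other by 0.01 on chromosome 8. In NOD against B6, 71 of 764 genes of chromosome 8 were higher and 3 lower, and 57 of 679 genes of chromosome 6 were lower and 17 higher. None of 10000 expression-matched random gene sets had a median as far from 0 as chromosome 8, 6 or 13. Their range was -0.14 to 0.14 for chromosome 8 and -0.18 to 0.24 for chromosome 13, so this test does not single out chromosomes 8 and 6. Smaller shifts were seen on chromosomes 13 (-0.25) and 18 (-0.25). The X chromosome median was 0.00. These medians are relative to the TMM scale, since the deposited scaling shifts the genes of NOD as a whole by 0.78.

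**Figure D3:**
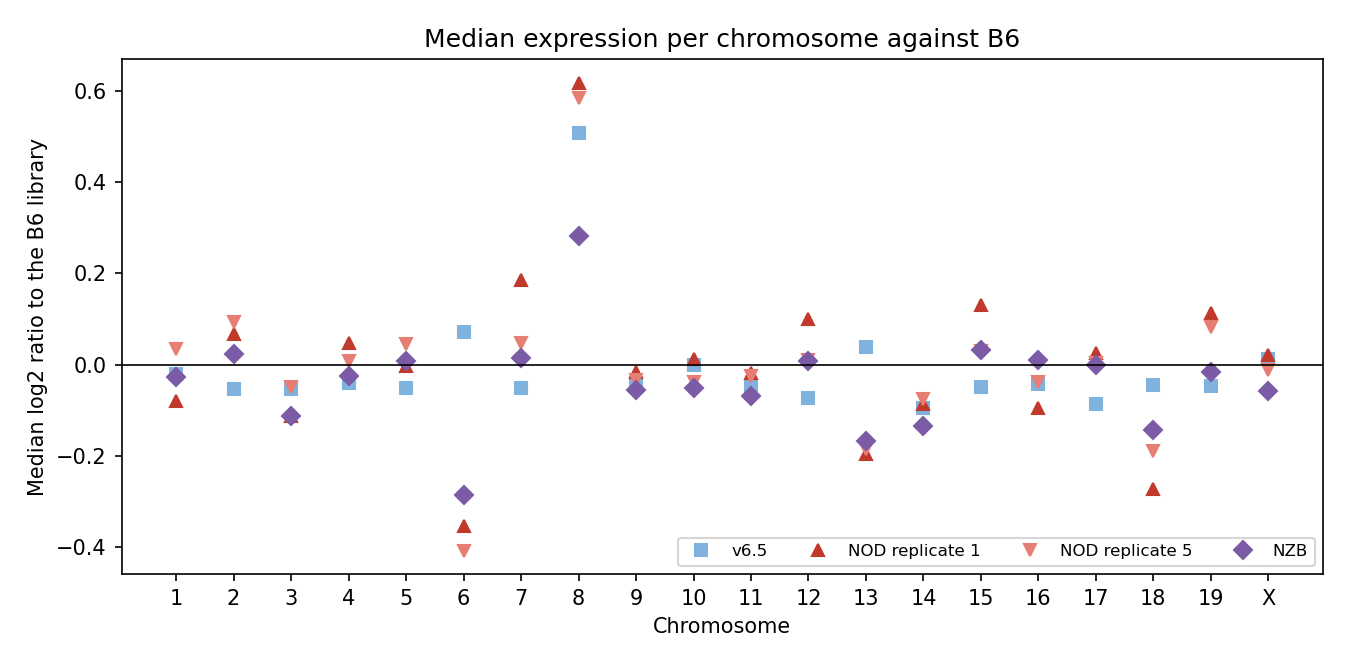
Median log2 ratio to B6 of the tested genes of each chromosome, 1 point per library. Chromosome 8 lies above 0 in all 4 libraries, from 0.28 in NZB to 0.62 in NOD replicate 1, and chromosome 6 lies at -0.28 or lower in NOD and NZB.

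NOD was compared with NZB, the other autoimmune-prone strain, to ask which differences belong to NOD and which to B6. Col1a1 fell in NOD here too, with a log2 fold change of -6.56 (limma, adjusted p = 0.000118), from 3931 normalised reads in NZB to 41.3 ± 8.78 in NOD, and Igfbp4, which binds insulin-like growth factors, -6.17 (adjusted p = 0.000145). A2m, Tnc and Kbtbd11 were the other large decreases. Rpl26 and Gm15772, gene models of the same locus with the same counts, had the largest increase (log2 fold change 7.29, limma, adjusted p = 7.35e-06), followed by Rprl3 (6.74), Hist1h4j (5.97) and Gm2016 (5.78). The NOD lines differed most in 3 of these 10 genes, which were Rprl3, A2m (16.8 and 66.4 normalised reads in replicates 1 and 5) and Kbtbd11 (9.15 and 2.91), and leaving out 1 line moves their folds by over 1.5 times. Rpl26 stood at 39.1 normalised reads in NZB, 897 in B6, 1435 in v6.5, and 7125 and 5556 in NOD replicates 1 and 5. Hist1h4j had 1 read in NZB. It stood at 74.6 normalised reads in B6, 73.0 in v6.5, and 91.4 and 175 in NOD replicates 1 and 5. For both genes NZB was the lowest library. Gm2016 had 2 reads in NZB. Limma called 39 genes higher and 49 lower of 14280, and edgeR's quasi-likelihood test 153 and 215. The fibroblast list fell (median -3.46, camera adjusted p = 1.17e-19, adjusted p = 0.969 with an estimated correlation) with Col1a1, Col1a2, Col3a1, Acta2 and Vim called, and the 2-cell-like list rose (median 3.59, camera adjusted p = 1.47e-10, adjusted p = 0.969 with an estimated correlation) with 10 of 13 genes higher and 1 lower adjusted over the list alone. Over all genes limma called 0 of them, with 11 at an unadjusted p under 0.05 and 3 in edgeR. The trophoblast list rose (with Krt8 and Krt18 called), as did the germline list (2.09, with Mael, a gene of transposon silencing, called), the crystallins (1.52) and the study's genes (0.86), each at an adjusted p = 0.969 with an estimated correlation. The immediate-early list fell (-1.09, with Fosb, Fos and Dusp1 called), as did the ERK (-1.27) and Wnt targets (-0.86, with Sp5 and Lef1 called), each at an adjusted p = 0.969 with an estimated correlation.

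NOD against v6.5 shows which differences from B6 are also present against a line of partly B6 background. Crygd rose again (log2 fold change 5.91, limma, adjusted p = 0.00756), and the imprinted growth regulator H19 rose from 36.5 normalised reads in v6.5 to 2243 ± 1803 in NOD (5.62, adjusted p = 0.00421). H19 was not called in NOD against B6. It stood at 711 normalised reads in B6 and 589 in NZB, so v6.5 was the lowest library. Xlr3c, without reads in v6.5, Adh1 (5.58) and Gm12794 (5.45) were the other large increases. Hist1h3f (-8.17), Mid1 (-6.58), Nkx1-2 (-6.10), Pla2g1b (-6.06) and Cemip (-5.76), which degrades hyaluronan, were the largest decreases. Leaving out 1 NOD line moves the fold by over 1.5 times in 6 of these 10 genes, which in replicates 1 and 5 stood at 254 and 578 normalised reads for Crygd, 3518 and 968 for H19, 186 and 499 for Adh1, 6.10 and 23.7 for Mid1, 0 and 9.21 for Nkx1-2, and 4.57 and 18.4 for Pla2g1b. Limma called 140 genes higher and 96 lower, and edgeR's quasi-likelihood test 426 and 411. The 2-cell-like list rose (median 3.55, with Dux, Tdpoz3 and Gm5662 called), as did ribosomal protein genes (0.81, with 8 called), crystallins (4.06), Y-linked genes (2.87, with Eif2s3y and Ddx3y called), MHC class I (0.73, with H2-Bl called), MHC class II (1.41, with H2-Eb1 called) and imprinted genes (0.32, with H19 and Meg3 called), each at an adjusted p = 0.737 with an estimated correlation. The fibroblast list fell (-1.64, with Vim and Col3a1 called, adjusted p = 0.737 with an estimated correlation). Of the 14 lists past camera, none passed with an estimated correlation (smallest adjusted p = 0.737 with an estimated correlation).

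NZB and B6 differed in some of the same genes. 1700013H16Rik rose from 1 read in B6 to 863 normalised reads in NZB (log2 fold change 8.49, limma, adjusted p = 0.000377) and H2-Eb1 from 29.6 to 635 (4.38, adjusted p = 0.0238), while Nod1 fell from 1025 to 18.5 (-5.71, adjusted p = 0.0195). Xlr3a, Crxos and Pnma5 also rose, and Hist1h3f, 1110019D14Rik, BC052688 and Snora23, a small nucleolar RNA, fell. Limma called 8 genes higher and 12 lower of 14280, and edgeR's quasi-likelihood test 129 and 166. The lists past camera, all upward, were MHC class II (median 2.00), crystallins (2.68), immediate-early and stress genes (1.69), Y-linked genes (2.36), ribosomal proteins (0.82, with Rpl26 lower and Rpl37 and Rpl13 higher) and the MHC region (0.47), with a smallest adjusted p = 0.992 with an estimated correlation.

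The library labelled v6.5 differed least from B6. Limma called 1 gene, Rprl3, with 1228 normalised reads in v6.5 and 19.7 in B6 (log2 fold change 5.89, limma, adjusted p = 0.00917), and edgeR's quasi-likelihood test called 10 higher and 23 lower. Fibroblast genes fell as a list (median -2.20, camera adjusted p = 1.72e-13), as did primitive endoderm genes (-0.72), Wnt targets (-0.72) and imprinted genes (-0.51), each at an adjusted p = 0.92 with an estimated correlation. Limma called 0 of the 15 fibroblast genes, with 5 at an unadjusted p under 0.05 and 3 in edgeR. It called no member of the other 3 lists, with at most 8 at an unadjusted p under 0.05 and at most 1 in edgeR in each.

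Against the 3 other lines together, NOD lines were higher in Plau, the urokinase gene, with 290 ± 74.1 normalised reads in NOD and at most 15.5 in any other library (log2 fold change 4.61, limma, adjusted p = 0.0206), and in Gm2016, Gm12794, Mgll and Nlrp9b. They were lower in Igfbp4 (-5.20, adjusted p = 0.0144), A2m, Cemip, Pla2g1b and Loxl2, of the lysyl oxidase family. Leaving out 1 library moves the fold by over 1.5 times in 6 of the 10, namely Gm12794, Nlrp9b, A2m, Pla2g1b, Igfbp4 and Loxl2. Limma called 33 of 13421 genes higher and 43 lower, and edgeR's quasi-likelihood test 41 and 35. The 2-cell-like list rose (median 3.52, camera adjusted p = 7.51e-09, adjusted p = 0.228 with an estimated correlation) with Gm5662, Zscan4d, Usp17le and Gm8300 called, the germline list rose (1.75, camera adjusted p = 1.07e-07, adjusted p = 0.524 with an estimated correlation), and the fibroblast list fell (-3.03, camera adjusted p = 1.41e-08, adjusted p = 0.527 with an estimated correlation). In all, 11 lists passed camera and none with an estimated correlation (smallest adjusted p = 0.228 with an estimated correlation). The count rests on single libraries. It was 0 without NOD replicate 1 (1165 at an unadjusted p under 0.05 in limma, 0 in edgeR), 17 without NOD replicate 5, 23 without B6 and 1389 without NZB.

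The autoimmune-prone lines, NOD and NZB, were compared with B6 and v6.5. The prone lines were higher in Scara5, a ferritin receptor gene (log2 fold change 5.09, limma, adjusted p = 0.00786), Crygd (5.58, adjusted p = 0.023), 1700013H16Rik, Xlr3a and Xlr3c, and lower in Hist1h3f (-7.66, adjusted p = 0.00309), Nod1 (-4.39, adjusted p = 0.0204), Mid1, BC052688 and the sodium channel gene Scn3a. Leaving out 1 library moves the fold by over 1.5 times in all of these but Scara5 and Hist1h3f. Limma called 288 genes higher and 284 lower, and edgeR's quasi-likelihood test 161 and 197. Ribosomal proteins rose (median 0.84, 15 called, camera adjusted p = 1.98e-06, adjusted p = 0.594 with an estimated correlation), as did MHC class II (1.29, with H2-Eb1 and H2-Aa called, camera adjusted p = 0.016, adjusted p = 0.631 with an estimated correlation) and crystallins (4.07, with Crygd and Cryga called, camera adjusted p = 0.0123, adjusted p = 0.594 with an estimated correlation). In all, 10 lists passed camera and none with an estimated correlation (smallest adjusted p = 0.499 with an estimated correlation). The count was 0 without B6 (1849 at an unadjusted p under 0.05 in limma, 2 in edgeR), 2 without v6.5, 5 without NOD replicate 5, 87 without NOD replicate 1 and 1389 without NZB.

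NZB and v6.5, which took no part in the NOD against B6 test, were then compared on its genes. NZB was above v6.5 in 383 of the 450 genes higher in NOD (85.1%) and in 105 of the 437 genes lower in NOD, against 48.8% of 13110 genes not called. The authors' command groups 2 libraries as B6, which would place the library labelled v6.5 in that group. The authors' deposited table holds 994 genes higher in NOD than in B6 and 886 lower at FDR under 0.05, 526 higher in NZB than in B6 and 368 lower, and 153 higher in NZB than in NOD and 78 lower. Of the 887 genes called here, 808 (91.1%) are also in the authors' list, each in the same direction. With the library labelled v6.5 joined to B6, which matches that grouping, limma called 692 higher and 697 lower, and 1317 of these 1389 (94.8%) are in the authors' list, each in the same direction. In the authors' deposited table Tlr2 (log2 fold change 2.16, FDR = 0.00414), Pycard (1.77, FDR = 0.00164), Tap1 (2.94, FDR = 0.0286), Tap2 (2.91, FDR = 0.00217) and Fcgr3 (2.58, FDR = 0.0202) pass, and H2-K1 (-0.50, FDR = 0.736), H2-D1 (0.90, FDR = 0.271) and H2-L (1.28, FDR = 0.122) do not.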

Values the study reported

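The study reported 994 genes overexpressed in NOD ES cell lines and 886 overexpressed in B6 ES cell lines, at a false discovery rate of less than 0.05. It found 58 of the genes higher in NOD within insulin-dependent diabetes (Idd) loci. It derived 22 NOD ES cell lines from 24 blastocysts.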

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

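The tests of called genes and of scaling on chromosomes 8 and 6, and the tests on fibroblast genes, were chosen only after the results were seen. The other tests here, and the test of NOD against NZB, were fixed before.

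Of 81 named genes past the threshold between NOD and B6, 19 also differed between NOD and NZB, so that for these the change from B6 was not the same in the autoimmune-prone strains. The difference is the log2 fold change of NOD over NZB in limma. Col1a1 (-6.56, adjusted p = 0.000118), Col1a2 (-5.81), Col12a1 (-4.98), Acta2 (-4.41), Lox (-6.07), Tnc (-6.29), A2m (-6.29), Thbs1 (-4.59) and Ccdc80 (-4.93) were lower in NOD than in NZB. Rprl3 (6.74, adjusted p = 0.000118), Gm9376 (8.10), Gm2022 (8.48), AI506816 (6.43) and Gm1821 (6.07) were higher in NOD than in NZB, where Gm9376 and Gm2022 had no reads. Their fitted values depend on the pseudocount. The keratin genes Krt8 (4.28) and Krt18 (3.29) were higher in NOD. The Wnt effector gene Lef1 (-3.66) and the laminin gene Lama1 (-2.70) were lower in NOD. Laptm5, a lysosomal gene of blood cells, was higher in NOD than in NZB (2.84, adjusted p = 0.0387), although it was lower in NOD than in B6, because NZB had 40.2 normalised reads of Laptm5 and B6 877.

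Fibroblast genes were high in B6 and NZB and lower in both NOD lines and in v6.5, so the pattern does not follow the autoimmune-prone strains. A variant against the B6 reference that NOD and NZB share would lower the list in NZB as well, but its median there was -0.0916 against B6 while it was -3.94 in NOD. A variant of NOD alone was not tested. Of the 16 tested fibroblast genes, none of them on another list, 14 were higher in B6 and in NZB than in both NOD libraries, and the most abundant, Col1a1, reached 3931 normalised reads in NZB. These counts restate the pattern and do not test its source. A share of fibroblasts, or of cells differentiated towards them, in the B6 and NZB cultures stays open, although the methods describe growth without feeder cells, and so does a lower level of these genes in every NOD cell.

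Chromosome 8 was higher and chromosome 6 lower in NOD than in B6. A few strongly changed genes do not account for chromosome 8, since its median without called genes was 0.491. For chromosome 6 that median was -0.32. Neither does the scaling account for chromosome 8, since the largest median of the other autosomes was 0.247 in size, on chromosome 13. The chromosome 6 median of NOD was -0.42, nearer to that size, so the scaling is not excluded for chromosome 6. Of 20 equal segments, 19 moved beyond 0.2 in the direction of their chromosome, namely all 10 of chromosome 8 and 9 of 10 of chromosome 6, where the remaining segment had a median of 0.12. A gain or loss of the whole chromosome in a share of the cells is consistent with chromosome 8 in these tests and cannot be told apart, with expression alone, from regulation along the chromosome, and the segment on chromosome 6 keeps it open there. Because v6.5 and NZB were also above B6 on chromosome 8, a lower dose in B6 and a higher dose in the other lines both remain possible.

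Genes with near-identical copies changed more often between NOD and B6. Of 367 genes with 50% or more of their 50-base stretches in another gene, 13.9% were called, against 5.15% of expression-matched genes with none, a ratio of 2.70 (95% resampling interval 1.68 to 4.69). Strain variants may shift reads between such copies and produce part of these calls. Ribosomal protein genes rose also where little sequence is shared, since the 35 members under 20% had a median of 1.16 (0.34 to 1.53). Only exact 50-base stretches of reference transcripts were counted, so copies with a few mismatches are missed. The split therefore cannot exclude shifted reads in these members. A change of ribosomal protein mRNA as a whole and a difference in RNA composition between the libraries both stay open.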

How the results depend on the processing

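The scaling without TMM, the v6.5 library joined to B6, chromosome medians without 1 NOD line, and removal of shared-sequence genes, chromosomes 6 and 8 or fibroblast genes were chosen only after the data were seen. So was the run of edgeR's quasi-likelihood test beside limma, although the plan named that test for read counts. NOD against B6 gave 887 genes, and between 742 and 1187 with RLE factors, DESeq2, pseudocounts of 0.1 or 5, edgeR's exact or quasi-likelihood test, without the genes taking most counts, without X and Y, without shared-sequence genes or without fibroblast genes. It gave 728 without chromosomes 6 and 8. For the settings that follow the cause was not tested unless stated. Upper-quartile factors gave 561 genes for NOD against B6, 45 for NOD against NZB, 107 for NOD against v6.5, 4 for NZB against B6 and 0 for v6.5 against B6 (296 at an unadjusted p under 0.05 in limma, 26 in edgeR), and RLE factors gave 2 for v6.5 against B6. Testing genes with at least 1 count gave, in the same order, 1674, 1274, 1178, 1827 and 1794, then 130 for NOD against the others and 18 for prone against not. No filter gave 1668, 1286, 1175, 2096, 1827, 2 and 268, and at least 1 unit in 1 library 0, 1281, 1189, 1303, 1255, 129 and 14 (for the 0, 3034 at an unadjusted p under 0.05 in limma, 570 in edgeR). Of the 1674 genes, 1632 (97.5%) had no read in either NOD library, which leaves them no spread. A mean of at least 50 counts gave 548 for NOD against B6, 389 for NOD against v6.5, 85 for NZB against B6, 13 for v6.5 against B6 and 45 for NOD against the others. DESeq2 gave 213 for NOD against NZB, 471 for NOD against v6.5, 157 for NZB against B6, 25 for v6.5 against B6, 796 for NOD against the others and 2152 for prone against not. The quasi-likelihood test gave 368, 837, 295 and 33 for the first 4 of these and 358 for the last. A pseudocount of 0.1 gave 45 for NOD against NZB, 121 for NOD against v6.5, 4 for NZB against B6 and 0 for v6.5 against B6 (367 at an unadjusted p under 0.05 in limma, 33 in edgeR), and a pseudocount of 5 gave 3 for the last. The deposited scaling gave 2247 for NOD against B6 (2040 higher, 207 lower), 132 for NZB against B6, 5 for v6.5 against B6, 437 for NOD against the others and 1651 for prone against not (1425 higher, 226 lower), because it shifts the median of all genes by 0.78, 0.89, 0.67, 0.25 and 0.48. All 5 libraries in 1 fit gave 447 for NOD against B6, and v6.5 joined to B6 gave 1389. Leaving out 1 library in turn gave 0 (without NOD replicate 1, with 1165 at an unadjusted p under 0.05 in limma and 0 in edgeR) to 1389 (without NZB) for NOD against the others, and 0 (without B6, with 1849 and 2) to 1389 (without NZB) for prone against not. Without NZB both are NOD against B6 with v6.5. The strain comparisons have no residual degrees of freedom without a NOD line, so no count can be given. Of 33 lists, 0 passed with an estimated correlation and 1 with fry, against 13. The test with an estimated correlation had 1 residual degree of freedom, so its 0 says little. Of the 13 lists past camera, the medians that reversed were -1.09 for immediate-early and stress genes and -0.0866 for the MHC region with NZB as the reference, and 0.14 for Wnt targets with v6.5. Of the 20 other lists, 16 changed sign under at least 1 alternative. These were 8 changes with NZB as the reference, 7 with v6.5, 8 with the deposited scaling, 1 with upper-quartile factors, 1 without shared-sequence genes and 8 without 1 NOD line (5 without replicate 1 and 3 without replicate 5). The chromosome 8 median was 0.62 with a mean of at least 50 counts, and 0.58 without NOD replicate 1 and 0.62 without NOD replicate 5. The genes followed here were 32, the 20 largest changes and the list from the study's text. None past the threshold changed sign, while H2-K1, which was not past it, went from -0.25 to 0.53 with the deposited scaling. Counting each of these genes under each alternative, 63 results fell below the threshold and 12 rose above it. The NOD lines kept the second highest correlation with Spearman's measure and over the 1000 most variable genes. Depth limits genes near the floor: 3 reads are 1.45 normalised reads in NOD replicate 5 and 4.57 in NOD replicate 1.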

Other observations

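The tests of how other groupings of the libraries compare were chosen only after the results were seen, and the test of the 2-cell-like genes was written before.

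The number of genes higher in NOD than in B6 here was 450 and the number lower 437, at an adjusted p under 0.05. Both are lower than the counts quoted from the study above, but the groups are unlike, since the authors' command groups 2 libraries as B6. With the library labelled v6.5 joined to B6, limma called 692 higher and 697 lower.

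Genes of the 2-cell-like state were higher as a list in NOD, while the count of single members depended on the comparison. Limma called 8 of 12 members higher in NOD than in B6, 3 of 13 against v6.5, 4 of 11 against the 3 other lines together and 0 of 13 against NZB (11 at an unadjusted p under 0.05 in limma, 3 in edgeR). In each of the last 3 comparisons Zscan4c was lower in NOD when adjusted over the list alone. None of the 4 list results passed with an estimated correlation (adjusted p = 0.751, 0.737, 0.228 and 0.969 with an estimated correlation). The 8 members called against B6 lie on 6 chromosomes. A larger share of cells in that state in the NOD cultures stays untested, because a pass in NOD against the 3 other lines restates the pattern and the number of chromosomes does not bear on the share of cells. Zscan4d had 119 and 345 normalised reads in the NOD lines and at most 12.4 in any other library. Expression in bulk cannot separate more cells in the state from a higher level in each cell, and some members, such as Gm5662, have near-identical copies.

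Y-linked transcripts and Xist, the RNA that silences an X chromosome in females, differed between the lines. The study describes NOD lines 5 and 6 as male, while the libraries are labelled NOD1 and NOD5, and no sex is given for the B6, NZB or v6.5 lines. Eif2s3y had 9.86 normalised reads in B6 and 25.7 in v6.5, against 434 and 359 in the NOD lines and 179 in NZB. Ddx3y had 73.2 in B6 and 52.7 in v6.5, against 391 ± 1.53 in NOD (SD, n = 2) and 241 in NZB. Xist had 76.0 in B6 and at most 14.9 in any other library. The X chromosome median showed no shift, and the loss of a Y chromosome in some cells was not tested.

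Counts of genes were compared over the 10 ways of setting 2 of the 5 libraries against the other 3. NOD against the others gave 76 genes, 2 of the 10 ways gave as many, and the highest of the others was 572. The autoimmune-prone lines against B6 and v6.5 gave 572 genes, 1 of the 10 ways gave as many, and the highest of the others was 76. With 10 ways the share cannot fall under 0.05. The other 8 ways gave 0 genes in limma and 0 in edgeR, with 109 to 1122 genes at an unadjusted p under 0.05.

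Small RNAs of ribonuclease P and MRP, chosen after their values were seen, stood out in the NOD libraries. Rpph1 took 2.46% of the reads of NOD replicate 1 (95% Wilson interval 2.45% to 2.47%) and 1.39% of those of NOD replicate 5 (1.39% to 1.40%), against 0.341% in B6 (0.338% to 0.344%), 0.607% in v6.5 (0.601% to 0.612%) and 0.381% in NZB (0.377% to 0.384%). Rprl3, a related gene, held 10170 reads in NOD replicate 1 and 14 in B6. RNAs of this kind carry no poly(A) tail, and how RNA was selected in each library was not compared.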
